A study of Mus musculus with 17 samples. Its data were reported in "Macrophages and nociceptor neurons form a sentinel unit around fenestrated capillaries to defend the synovium from circulating immune challenge" (2024).

How the data were processed

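The data are bulk RNA-seq libraries of macrophages sorted from the synovium, the membrane that lines joints, of mice labelled as knockouts of Fcgr2b. This gene encodes the inhibitory receptor for the Fc part of immunoglobulin G. Mice had received immune complexes (IC), which are antibodies bound to their antigen, into a vein 8 h before tissue collection, or were controls. In the sample labels, Lyve1 is read as LYVE1+CX3CR1+ macrophages, IAIE (the I-A and I-E molecules of MHC class II) as MHCII+CD11c− macrophages and CD11c as MHCII+CD11c+ macrophages. There were 17 libraries in 6 groups, with 3 libraries in each group except MHCII+CD11c+ macrophages after IC, which had 2. Group and replicate number of each library came from its label.

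According to the labels and the methods of the study, libraries were made from 5 ng of total RNA with a stranded low-input kit and sequenced in pairs. The authors trimmed the start of the first read, removed adaptors and low-quality bases with Trim Galore, aligned the reads to the mm10 mouse genome with HISAT2 and counted them per gene with featureCounts in Rsubread. The unit of the deposited values is counts, whole numbers of reads per gene symbol, with no normalization. Versions, gene annotation, use of the strand and treatment of reads with several alignments were not stated. Reads of near-identical genes and of overlapping or antisense genes may therefore be split or lost, which bears on Hspa1b and its copy Hspa1a, on Tgtp2 and Tgtp1, and on Fcgr2b and Fcgr3. The authors tested differences with DESeq2 and removed batch effects with sva, and the batch was not named.

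Values of each library were present as a column of a joint table and as a table of its own, and both forms were identical for 17 of 17 libraries. One further column of the joint table matched no sample label, summed to 0 and was not used, so there was 1 unmatched column. The joint table held 22859 genes, each with a total of at least 3 counts over the libraries. Of these symbols, 22266 were matched to GENCODE M21 and another 28 through a RefSeq synonym, together 97.5%. Coordinates are those of GENCODE M21 on GRCm38 (mm10), counted from 1. Replicates were compared before averaging. The lowest chi-square per degree of freedom between libraries of a group, over genes with at least 20 counts, was 6.77, so none of them was a repeat of another.

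Differences were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the 6 groups with a minimum count of 10, which left 15272 genes, and library sizes were scaled by TMM. One model with a mean for each of the 6 groups was fitted to all 17 libraries (glmQLFit with the robust option, 11 residual degrees of freedom), and contrasts were tested by the quasi-likelihood F test. All adjusted p-values of genes are from this test with Benjamini-Hochberg adjustment over the genes of 1 contrast, and a gene is called changed at an adjusted p under 0.05. The contrasts were IC against control in each of the 3 subsets, each pair of subsets in control mice, and the difference of the IC responses of each pair of subsets (interaction). Standard errors were derived from the test, as the absolute log2 fold change divided by the square root of F. For groups with few or no counts they do not give the precision of the fold change. Levels are given as CPM, counts scaled to a common total by the TMM library sizes, as mean ± SD over the libraries of a group. Principal components were computed on log2 CPM with a prior count of 2, over the 500 genes with the highest variance.

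The deposited files hold between 2301913 and 7248939 counts per library. A gene with at most 3 counts in a library is taken to be at the floor. Without the TMM scaling of library sizes, this floor lay between 0.414 and 1.30 CPM. A fold change against a group with all libraries at the floor was computed against the floor in TMM-scaled CPM and is given as a bound. A share of genes has a 95% Wilson confidence interval. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules.

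The tests, the gene lists, the rule for genes to be named and most alternatives were fixed before the data were examined. Genes to be named were the members of 9 lists (LYVE1-side markers, MHCII-side markers, the CD11c gene Itgax, macrophage markers, Fc receptors, chemokines, pain mediators, genes shared by MHCII+ macrophages after IC, and neuropeptide receptors). To these were added, for each IC contrast, up to 5 higher and 5 lower genes with the smallest p among those called and with no overlap of IC and control libraries. For each contrast of subsets in control mice there were 3 on each side by the same rule, and for each interaction the 3 called genes with the smallest p. All genes called in an interaction are named below, which goes beyond that limit of 3. Not every gene that met this rule is reported here. The lists were taken from the text of the study and may have been picked by its authors on these samples, so a count adjusted over the list alone is not independent evidence. Chemokines and pain mediators were also tested as sets with fry, a rotation test of limma 3.58.1, on voom values, with Benjamini-Hochberg adjustment over the 3 subsets for the chemokines, and again with camera and an estimated correlation between genes. Lists of interferon-induced, clock, glucocorticoid-induced, tissue-dissociation and sex-linked genes and of genes of other cell types served technical checks.

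Alternatives were DESeq2 1.42.0, its size factors (RLE) in edgeR, no filter on low counts, genes with a mean of at least 50 counts, a fit on only the groups compared, the replicate number as a block, surrogate variables from sva 3.50.0 (5 were found), voom with sample quality weights, an adjusted p under 0.01, a further limit of 1 on the absolute log2 fold change, and leaving out each library in turn. An offset meant to remove a trend with transcript length from each library (lowess with a span of 0.3) was chosen after seeing the data. So were counts of all libraries drawn down to the smallest total, and the length offset together with the replicate block. The length offset also moves the level of whole libraries, by 0.39 and 0.33 log2 units for genes of at most 1837 and at least 4520 bases in the response of LYVE1+CX3CR1+ macrophages. The rank correlation of that response with length was −0.338 under this offset, so the trend was not removed there. A centred offset, fitted on genes above 32 CPM and with a median of 0 over these, keeps the level and was added last. Transcript length was known for 97.8% of the tested genes. Libraries of control MHCII+CD11c+ and MHCII+CD11c− macrophages with the same replicate number deviated together from their group means, with correlations across genes between 0.148 and 0.439 in 3 of 3 pairs. This was the only kind of pair in which each correlation passed 0.1, and the labels do not say what the numbers share.

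Scripts were tested on simulated data with the real means, library sizes and group sizes, in which 200 genes were changed 8-fold in LYVE1+CX3CR1+ macrophages. edgeR recovered 174 of these (87%) among 14456 genes tested, with 2 false calls. DESeq2 recovered 191 among 15272, with 23 false calls. fry called a set of 13 raised genes and did not call a set of 13 unchanged genes. No wild-type library was used here, and a comparison of genotypes was not made.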

Results

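The data are counts per gene of 17 libraries of sorted synovial macrophages from mice labelled as Fcgr2b knockouts. LYVE1+CX3CR1+, MHCII+CD11c− and MHCII+CD11c+ macrophages were taken from control mice (n = 3 libraries per subset) and from mice 8 h after IC (n = 3, 3 and 2 libraries). Libraries held between 2301913 and 7248939 counts. LYVE1+CX3CR1+ libraries had 6179255, 3669763 and 7248939 counts in controls and 3348248, 3091011 and 2301913 after IC. Totals of the other groups lay between 2549315 and 7045387. With all libraries drawn down to the smallest total, 16928 ± 558 genes had at least 1 count in LYVE1+CX3CR1+ control libraries and 12945 ± 1226 after IC (n = 3 each; 13449, 13839 and 11547). The other 4 groups had between 15482 ± 1463 (n = 3) and 16678 ± 780 (n = 3) genes, so fewer genes were detected in LYVE1+CX3CR1+ macrophages after IC at the same depth.

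**Figure D1:**
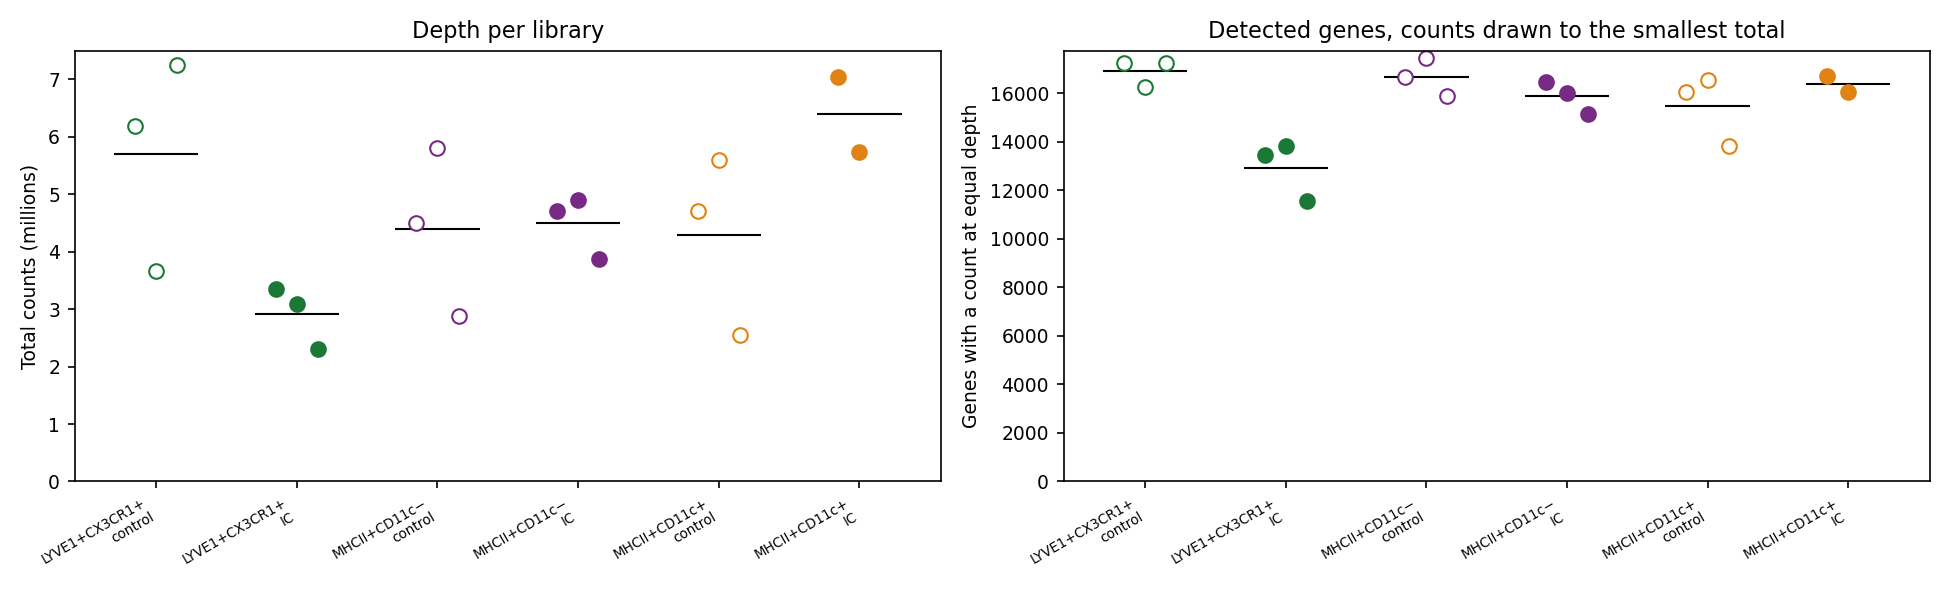
Total counts per library (left) and number of genes with at least 1 count after all libraries were drawn to the smallest total (right), 1 point per library, open for control and filled for IC, with bars at group means. LYVE1+CX3CR1+ macrophages after IC have the lowest means in both plots, with totals up to 3348248 counts and a mean of 12945 genes.

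Libraries grouped by subset and treatment. Principal component 1 carried 61.0% of the variance and parted the 3 subsets. Component 4 carried 4.75% and had positive values in all 9 control libraries and negative values in all 8 IC libraries. Components 2 and 3 carried 12.2% and 7.04%. Correlations of log2 CPM between replicates were 0.952 to 0.977 in LYVE1+CX3CR1+ controls and 0.855 to 0.890 after IC, 0.889 to 0.933 and 0.907 to 0.933 in MHCII+CD11c− macrophages, and 0.876 to 0.920 and 0.965 (1 pair) in MHCII+CD11c+ macrophages. The biological coefficient of variation of the fit was 45.1%.

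**Figure D2:**
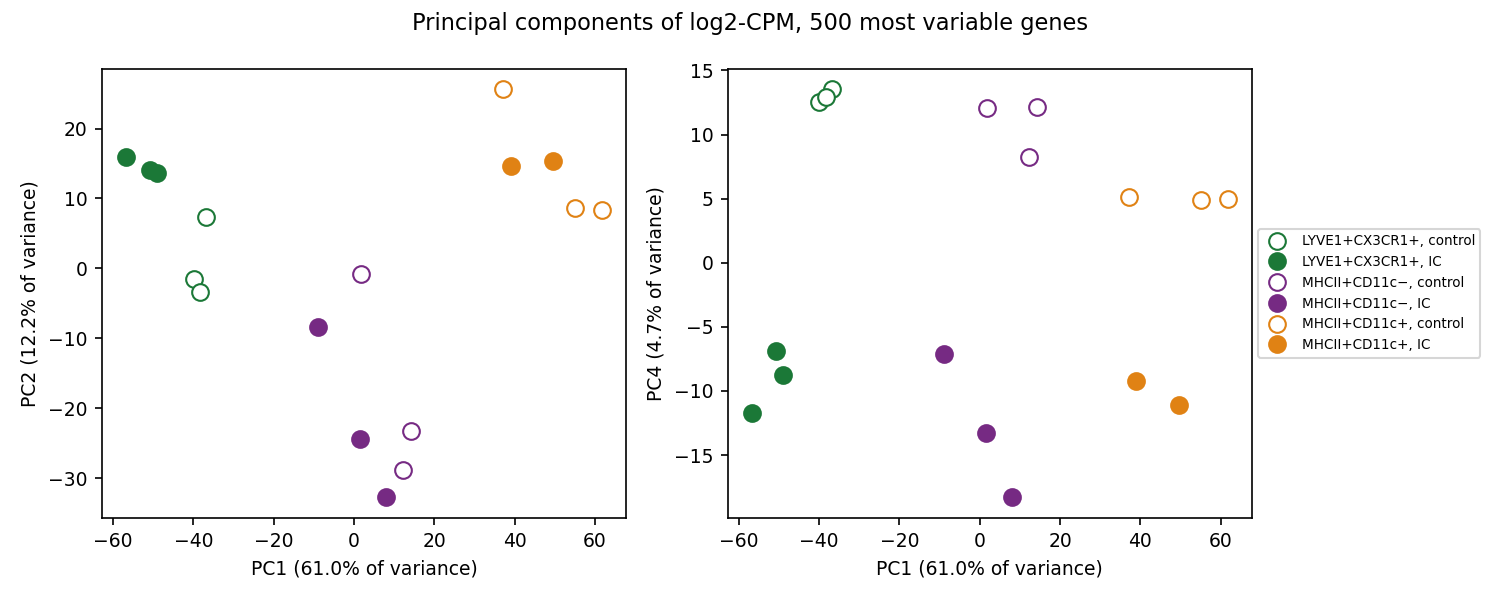
Scores of the 17 libraries on principal components 1 and 2 (left) and 1 and 4 (right) of log2 CPM, 1 point per library, coloured by subset, open for control and filled for IC. Component 1 parts the subsets with 61.0% of the variance and component 4 parts IC from control with 4.75%.

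Counts were assigned to the knocked-out gene, Fcgr2b (chromosome 1, 170958617 to 170976547, minus strand), in every library. They ranged from 167 to 1168 counts and from 69.3 to 248 CPM. Group means of Fcgr2b were 104 ± 16.8 CPM in LYVE1+CX3CR1+, 138 ± 38.5 in MHCII+CD11c− and 217 ± 47.2 in MHCII+CD11c+ controls, and 126 ± 50.2, 138 ± 22.4 (n = 3 each) and 125 ± 9.89 (n = 2) after IC. IC changed Fcgr2b by 0.28 ± 0.26, 0.00 ± 0.26 and −0.80 ± 0.30 log2 units (log2 fold change ± SE; adjusted p = 0.701, 1 and 0.734). Among controls, Fcgr2b was lower in LYVE1+CX3CR1+ than in MHCII+CD11c+ macrophages, by −1.06 ± 0.26 log2 units (adjusted p = 0.00615, between 0.000306 and 0.0425 over the alternatives), and each of 3 libraries lay under each of the other 3. The related gene Fcgr3 (chromosome 1, 171051174 to 171064935, minus strand) had 317 to 337 and 202 to 284 CPM in these groups (n = 3 each), a log2 fold change of 0.35 ± 0.16 (adjusted p = 0.157; 0.0175 with voom and 0.00316 with the centred length offset, up to 0.497 over the alternatives). The table gives 1 count per gene, so it does not say which exons the Fcgr2b reads cover.

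The first comparison asked how the subsets differ without IC. Of 15272 genes tested, 2326 differed between LYVE1+CX3CR1+ and MHCII+CD11c+ controls (1196 higher and 1130 lower in LYVE1+CX3CR1+), 1323 between MHCII+CD11c+ and MHCII+CD11c− (561 of them higher in MHCII+CD11c+) and 238 between LYVE1+CX3CR1+ and MHCII+CD11c− (52 higher and 186 lower in LYVE1+CX3CR1+). At an unadjusted p under 0.05 there were 4065, 3264 and 1564 genes, where 764 are expected by chance. The alternative that moved the first and the last of these counts most was voom with sample quality weights, with 3817 and 1048 genes. The count of 1323 was moved most by an adjusted p under 0.01 (694 genes) and by DESeq2 (1948). The count of 238 also depended on single libraries, being 99, 128 and 96 without LYVE1+CX3CR1+ control library 1, 2 or 3, and 115, 411 and 126 without MHCII+CD11c− control library 1, 2 or 3. The count of 1323 was 803 without MHCII+CD11c− control library 1 and 785 without library 3. Libraries with the same replicate number of MHCII+CD11c+ and MHCII+CD11c− controls moved together, and with the replicate number as a block there were 1473 genes.

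Markers of the sorted subsets followed the sort. Lyve1 (chromosome 7, 110850607 to 110863239, minus strand) had 1960 ± 334 CPM in LYVE1+CX3CR1+, 852 ± 242 in MHCII+CD11c− and 146 ± 205 in MHCII+CD11c+ controls (n = 3 each). The difference of Lyve1 between the first and the last was 3.74 ± 0.90 log2 units (adjusted p = 0.0147; 0.122 in a fit on only the 2 groups, the highest over the alternatives). That between the first and the second was 1.20 ± 0.81 (adjusted p = 0.786, but 0.00712 in a fit on only the 2 groups and 0.0104 with voom, up to 1 over the alternatives). Libraries did not overlap in either. Itgax, which encodes CD11c (chromosome 7, 128129547 to 128150657, plus strand), had 1.43 ± 0.837, 12.9 ± 3.92 and 348 ± 80.4 CPM in the same order, and was higher in MHCII+CD11c+ than in MHCII+CD11c− controls by 4.78 ± 0.47 log2 units (adjusted p = 9.61e-06, 3 of 3 libraries above 3 of 3). Itgax, a list of 1 gene, was called in all 3 contrasts of controls. H2-Eb1 (chromosome 17, 34305867 to 34316674, plus strand) had 5.30 ± 1.98, 2160 ± 191 and 3810 ± 931 CPM, which gave −8.64 ± 0.28 log2 units in LYVE1+CX3CR1+ against MHCII+CD11c− (adjusted p = 3.23e-15) and −9.46 ± 0.28 against MHCII+CD11c+ (adjusted p = 8.92e-16). Of 9 LYVE1-side markers, 7 were called between LYVE1+CX3CR1+ and MHCII+CD11c+ controls and 9 with adjustment over the list alone (median 3.58), while against MHCII+CD11c− none was called among all genes and 3 over the list (9 of 9 higher, median 1.93). Between MHCII+CD11c+ and MHCII+CD11c−, 2 of them were called, and 4 over the list (median −2.08). Of 8 MHCII-side markers, 8 of 8 were called against MHCII+CD11c+ (7 lower, median −6.12), and 7, or 8 over the list, against MHCII+CD11c− (median −5.17).

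Outside the lists, the genes with the smallest p among those with no overlap of libraries were as follows. Higher in LYVE1+CX3CR1+ than in MHCII+CD11c− controls were Gpr137b (chromosome 13, 13357620 to 13394014, minus strand; 219 ± 15.1 against 71.0 ± 19.4 CPM, 1.62 ± 0.26 log2 units, adjusted p = 0.000996) and Elmo1 (chromosome 13, 20090596 to 20608353, plus strand; 308 ± 34.6 against 123 ± 17.3 CPM, 1.33 ± 0.21, adjusted p = 0.000996). Higher than in MHCII+CD11c+ controls were Cmah (chromosome 13, 24327404 to 24477377, plus strand; 228 ± 40.1 against 7.57 ± 2.50 CPM, 4.94 ± 0.29, adjusted p = 1.13e-10) and Maf (chromosome 8, 115682942 to 115707794, minus strand; 688 ± 29.3 against 59.0 ± 6.56 CPM, 3.54 ± 0.23, adjusted p = 2.82e-10). Cmah and Maf were also lower in MHCII+CD11c+ than in MHCII+CD11c− controls (129 ± 33.1 and 547 ± 212 CPM), by −4.12 ± 0.29 and −3.21 ± 0.22 log2 units (adjusted p = 2.80e-09 for both). Higher in MHCII+CD11c+ than in MHCII+CD11c− controls were S100a11 (chromosome 3, 93520488 to 93526287, plus strand; 270 ± 27.7 against 61.4 ± 12.7 CPM, 2.14 ± 0.22, adjusted p = 1.30e-06) and Myo1g (chromosome 11, 6506548 to 6520965, minus strand; 603 ± 55.5 against 184 ± 9.28 CPM, 1.71 ± 0.18, adjusted p = 1.62e-06). All these calls held under every alternative.

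The second comparison asked which genes changed 8 h after IC in LYVE1+CX3CR1+ macrophages. Of 15272 genes, 147 were called, 23 higher and 124 lower, and 117 of them passed 1 log2 unit. At an unadjusted p under 0.05 there were 2159 genes. The median log2 fold change of all genes was −0.14 here, against −0.03 in MHCII+CD11c− and 0.015 in MHCII+CD11c+ macrophages, and it was 0.192 with the transcript length offset, which also changes the level of the libraries. That offset turned the balance of calls to 159 higher and 58 lower, of which 80 were among the 147. With the centred length offset, which keeps the level, 124 genes were called, 18 higher and 106 lower. Surrogate variables moved the count most, to 1558. The count was 45, 62 and 43 without control library 1, 2 or 3 and 52 without IC library 3. Among the 124 lower genes, 41 had all IC libraries at the floor, against 2 of 24 in MHCII+CD11c− macrophages.

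The higher genes with the smallest p in LYVE1+CX3CR1+ macrophages were Fkbp5, Ucp2, Map3k6, Gda and Runx3, with each IC library above each control library. Fkbp5 (chromosome 17, 28399094 to 28517527, minus strand) rose from 15.4 ± 7.72 to 159 ± 27.0 CPM (n = 3 each; 3.40 ± 0.36 log2 units, adjusted p = 8.48e-05). Ucp2 (chromosome 7, 100493337 to 100502020, plus strand) rose from 800 ± 21.6 to 1800 ± 181 CPM (1.17 ± 0.15, adjusted p = 0.00016). Map3k6 (chromosome 4, 133240818 to 133252929, plus strand) rose from 16.2 ± 0.467 to 66.4 ± 15.2 CPM (2.04 ± 0.26, adjusted p = 0.00016) and Gda (chromosome 19, 21391307 to 21473445, minus strand) from 196 ± 37.2 to 539 ± 105 CPM (1.46 ± 0.20, adjusted p = 0.000387). These 4 calls held under every alternative. Runx3 (chromosome 4, 135120652 to 135177990, plus strand) was at the floor in the controls (0.192 ± 0.211 CPM) and at least 12.9-fold higher after IC (7.30 ± 6.23 CPM; adjusted p = 0.000405), but it was not called in a fit on only the 2 groups (adjusted p = 0.165, the highest over the alternatives, the lowest being 3.23e-07).

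Among the lower genes with the smallest p were H2-Eb1, Slc37a2, Mgl2 and the clock gene Arntl, with each IC library under each control library. H2-Eb1 fell from 5.30 ± 1.98 CPM to 0 counts in 3 of 3 libraries, at least 5.19-fold lower (adjusted p = 5.85e-06). It was not called by voom (adjusted p = 0.177) or in a fit on only the 2 groups (0.165), with 3.01e-09 the lowest over the alternatives. Slc37a2 (chromosome 9, 37227585 to 37255738, minus strand) fell from 122 ± 16.7 to 33.4 ± 1.68 CPM (−1.87 ± 0.26 log2 units, adjusted p = 0.000452) and Arntl (chromosome 7, 113207465 to 113314126, plus strand) from 130 ± 3.24 to 27.5 ± 7.25 CPM (−2.23 ± 0.32, adjusted p = 0.000652), and both held under every alternative. Mgl2 (chromosome 11, 70130329 to 70137550, plus strand) fell from 107 ± 19.6 to 13.1 ± 6.52 CPM (−3.04 ± 0.36, adjusted p = 0.000452; 0.0677 with voom, and as low as 5.18e-14 over the alternatives). Of the 8 MHCII-side markers, 4 were called lower here and 6 with adjustment over the list alone (7 of 8 lower, median −2.34, or −2.19 with bounds). Besides H2-Eb1 and Mgl2 these were Cd74 (chromosome 18, 60803848 to 60812652, plus strand; 86.1 ± 11.8 to 21.6 ± 10.8 CPM, −2.01 ± 0.29, adjusted p = 0.00258, between 3.91e-08 and 0.151 over the alternatives) and H2-Aa (chromosome 17, 34282744 to 34287823, minus strand; 10.3 ± 6.21 to 0.488 ± 0.845 CPM, −4.12 ± 0.66, adjusted p = 0.0121, between 7.32e-06 and 0.216), again with no overlap of libraries.

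After IC 107 genes were called in MHCII+CD11c− macrophages, 83 higher and 24 lower, and 76 of them passed 1 log2 unit. At an unadjusted p under 0.05 there were 1526. DESeq2 moved this count most, to 286, and it was 41, 173 and 41 without control library 1, 2 or 3 and 61 and 29 without IC library 2 or 3. Each named gene had no overlap between 3 IC and 3 control libraries. Fkbp5 rose from between 12.4 and 27.0 CPM to between 162 and 341 (3.61 ± 0.36 log2 units, adjusted p = 6.32e-05). Sdc4 (chromosome 2, 164424247 to 164443887, minus strand) rose from 171 ± 23.2 to 610 ± 69.4 (1.83 ± 0.22, adjusted p = 0.000125). Ccl9 (chromosome 11, 83572919 to 83578636, minus strand) rose from 759 ± 122 to 3270 ± 1430 (2.11 ± 0.24, adjusted p = 0.000149). Cacna1d (chromosome 14, 30039939 to 30491455, minus strand) rose from 27.8 ± 6.45 to 142 ± 37.2 (2.34 ± 0.30, adjusted p = 0.000262) and Hspa1b (chromosome 17, 34956436 to 34959238, minus strand) from 548 ± 120 to 1600 ± 540 CPM (1.55 ± 0.21, adjusted p = 0.000379). These 5 calls held under every alternative. Hspa1a, the copy of Hspa1b, is on the list of genes induced by tissue dissociation. Lower were Snx29 (chromosome 16, 11322908 to 11755472, plus strand; 151 ± 12.1 to 42.2 ± 6.48 CPM, −1.83 ± 0.31, adjusted p = 0.00368, at most 0.0491 over the alternatives), Cmah (129 ± 33.1 to 47.0 ± 6.73 CPM, −1.46 ± 0.25, adjusted p = 0.00368, up to 0.106 at equal depth) and Syne2 (chromosome 12, 75818134 to 76110926, plus strand; 125 to 158 CPM in controls, 61.4 to 70.5 after IC, −1.08 ± 0.18, adjusted p = 0.00368, up to 0.0773 with the length offset). Pink1 (chromosome 4, 138313409 to 138326307, minus strand; 91.5 ± 9.34 to 38.6 ± 7.79 CPM, −1.24 ± 0.23, adjusted p = 0.00696) had 0.0843 without IC library 3, the highest over its alternatives. Mctp1 (chromosome 13, 76384535 to 77031810, plus strand; 102 to 169 CPM in controls, 39.1 to 64.1 after IC, −1.41 ± 0.26, adjusted p = 0.00814) had 0.0756 without control library 3 and 0.0984 without IC library 3, the highest over its alternatives.

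In MHCII+CD11c+ macrophages, with 2 IC libraries, 33 genes were called and all 33 were higher. At an unadjusted p under 0.05 there were 795, close to the 764 expected by chance. The count was 4 without control library 1 or 3 and 104 without control library 2, and no gene was called in a fit on only the 2 groups. Each named gene had both IC libraries above 3 of 3 controls. Ninj1 (chromosome 13, 49187485 to 49196244, plus strand) rose from 63.7 ± 19.4 to 183 ± 31.4 CPM (1.52 ± 0.22 log2 units, adjusted p = 0.00578, between 2.06e-05 and 0.217 over the alternatives), and its call held without any 1 control library. Lgmn (chromosome 12, 102394084 to 102439813, minus strand) rose from 272 ± 104 to 743 ± 143 CPM (1.45 ± 0.22, adjusted p = 0.00578; 0.0624 without control library 3, up to 0.26 over the alternatives). Fkbp5 rose from 27.3 ± 7.16 CPM to 127 and 145 CPM (2.32 ± 0.36, adjusted p = 0.00965; 0.0746 and 0.0675 without control library 1 or 3, up to 0.0817). Ctsb (chromosome 14, 63122462 to 63145923, plus strand) rose from 1090 ± 387 to 2590 ± 176 CPM (1.25 ± 0.20, adjusted p = 0.00965; 0.0733 and 0.0737 without control library 1 or 3, up to 0.311). Maf rose from 59.0 ± 6.56 to 154 ± 15.5 CPM (1.38 ± 0.23, adjusted p = 0.00965; 0.0589 and 0.0762 without the same libraries, up to 0.0965).

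**Figure D3:**
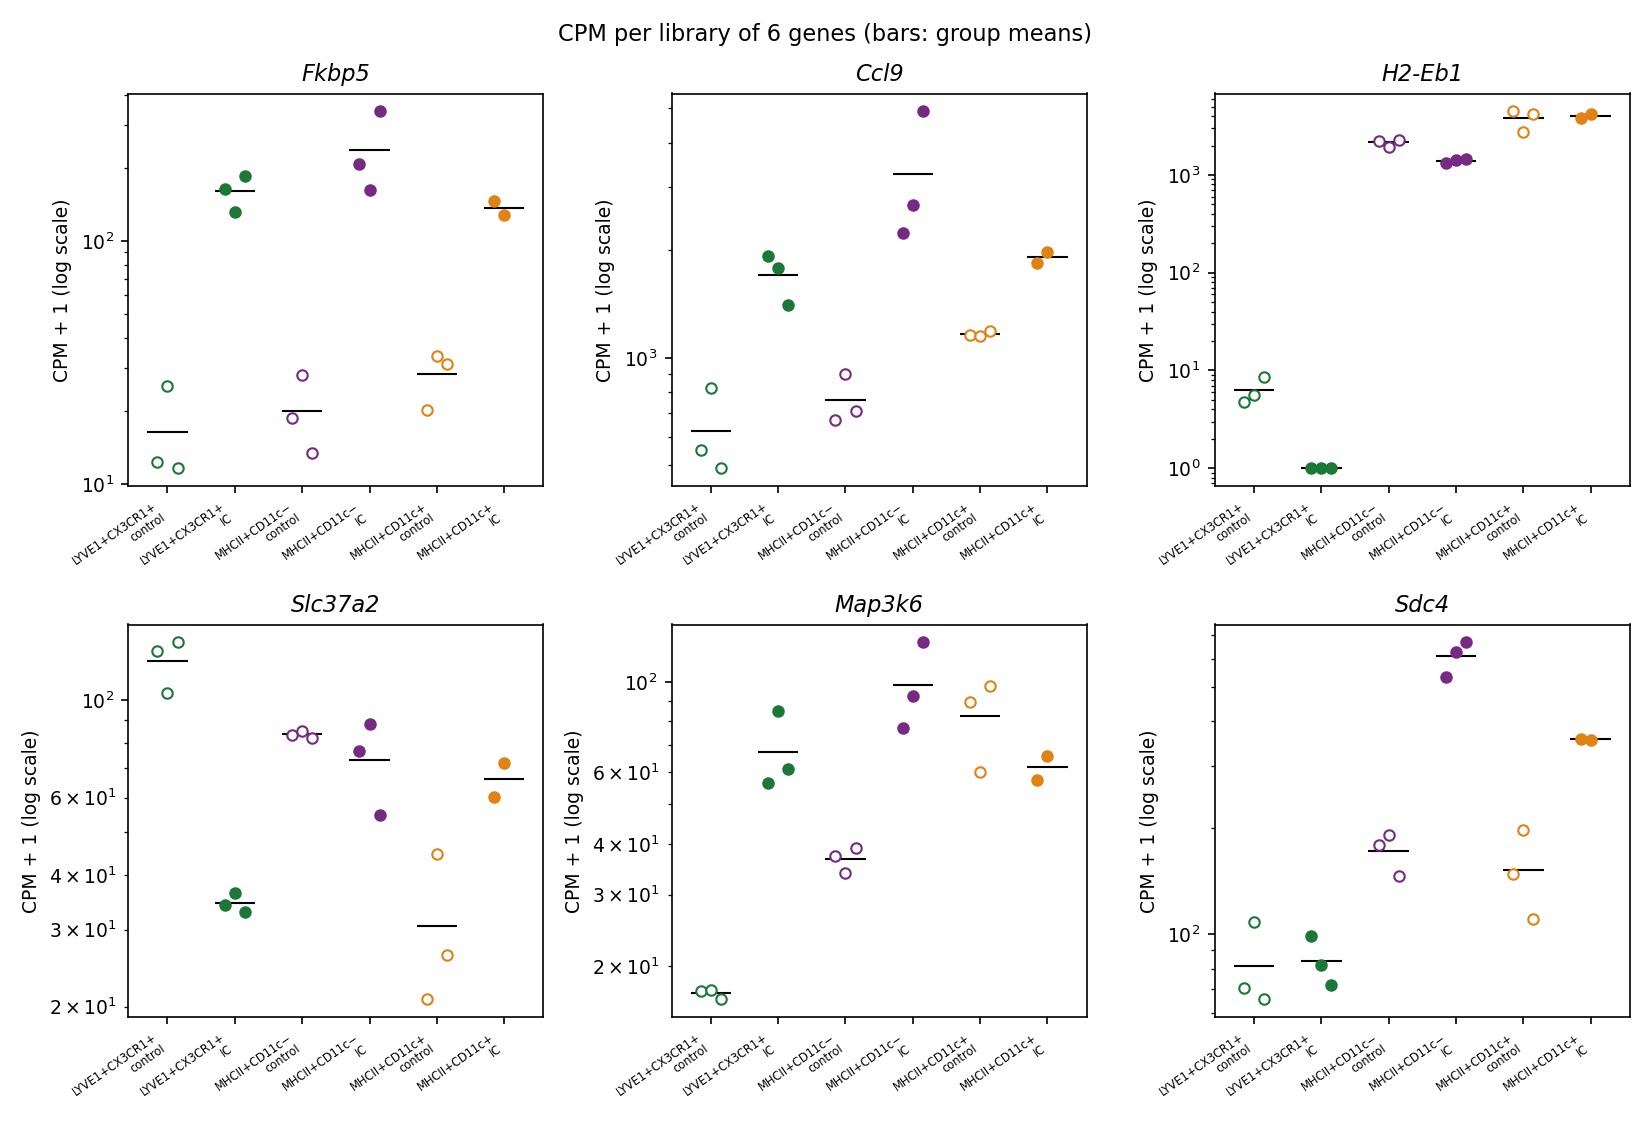
CPM + 1 on a log scale for Fkbp5, Ccl9, H2-Eb1, Slc37a2, Map3k6 and Sdc4 in the 6 groups, 1 point per library, open for control and filled for IC, with bars at group means. Fkbp5 rises in all 3 subsets (to 159, 236 and 136 CPM), and H2-Eb1 falls to 0 in LYVE1+CX3CR1+ macrophages only. Slc37a2, Map3k6 and Sdc4 were called for a difference of the response between subsets. The call of Sdc4 was lost at equal depth and with the length offset.

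**Figure D4:**
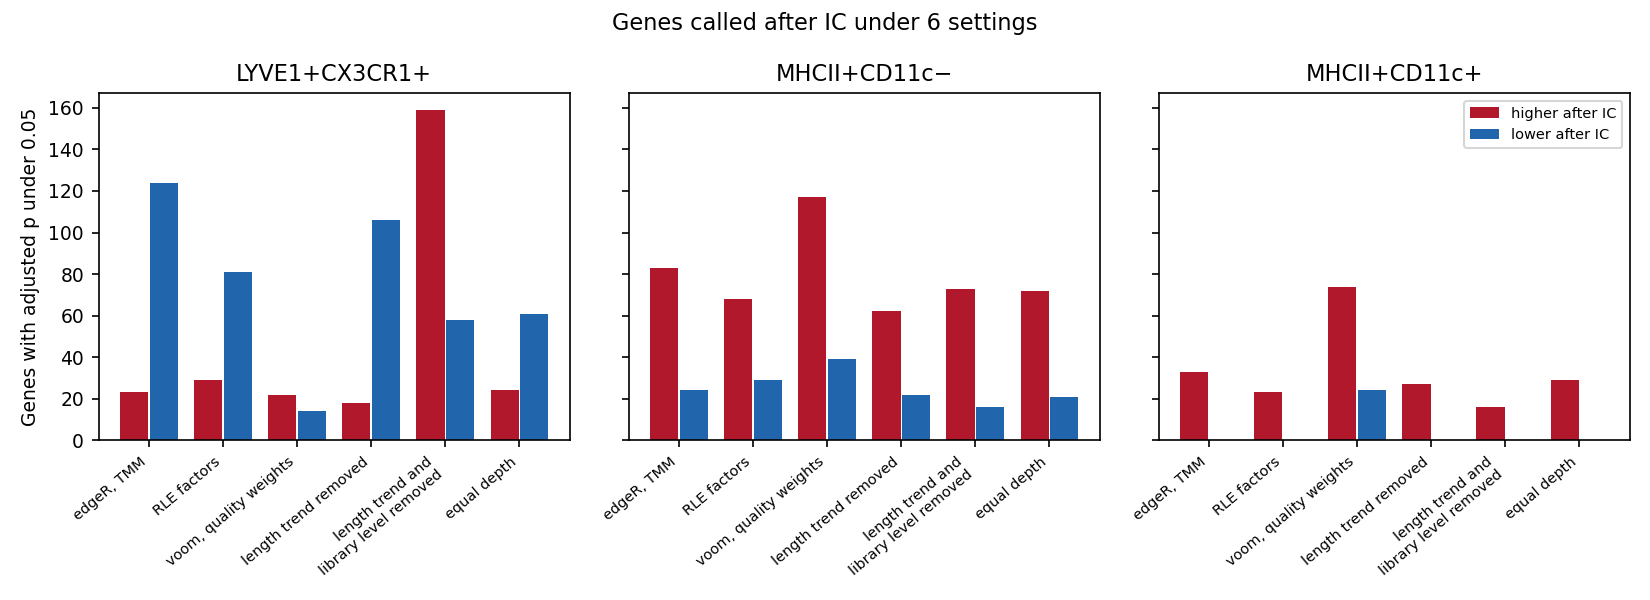
Genes with an adjusted p under 0.05 after IC, as bars for higher and lower genes in each subset under 6 settings. In LYVE1+CX3CR1+ macrophages 124 of 147 calls are lower with TMM and 106 of 124 with the length trend removed (centred offset). With the length offset that changes the library level and leaves the trend here, 58 of 217 are lower. Higher calls prevail with TMM in MHCII+CD11c− (83 of 107) and MHCII+CD11c+ macrophages (33 of 33).

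How many of these genes were common to the subsets was counted next. Of 256 genes called after IC in any subset, 3 were called in all 3 (1.17%, 95% interval 0.399 to 3.39), and all 3 were higher in each. Besides Fkbp5 they were Tsc22d3 (chromosome X, 140539528 to 140600659, minus strand) and Ms4a6c (chromosome 19, 11469366 to 11482192, plus strand), which are named because of this overlap. Tsc22d3 rose by 0.94 ± 0.20, 1.46 ± 0.21 and 1.28 ± 0.22 log2 units in LYVE1+CX3CR1+, MHCII+CD11c− and MHCII+CD11c+ macrophages (adjusted p = 0.0251, 0.000526 and 0.0113). Without 1 library, its call was lost in LYVE1+CX3CR1+ macrophages (0.13, 0.0838 and 0.0548 without control library 1, 2 or 3; 0.0542 and 0.0607 without IC library 1 or 3) and in MHCII+CD11c+ macrophages (0.0564 and 0.109 without control library 1 or 3). In the latter it was also lost in a fit on only the 2 groups (0.217) and with the length offset (0.0552). Ms4a6c rose by 1.01 ± 0.23, 1.58 ± 0.23 and 1.20 ± 0.26 (adjusted p = 0.0331, 0.000957 and 0.0444). Its call was lost in LYVE1+CX3CR1+ (0.109, 0.0885 and 0.134 without control library 1, 2 or 3; 0.0529 and 0.109 without IC library 1 or 3; 0.0892 with voom, 0.0603 at equal depth and 0.0767 with the centred length offset). In MHCII+CD11c+ macrophages it was lost without control library 1, 2 or 3 (0.093, 0.0928 and 0.192). It was also lost there under 6 other settings (0.118 with RLE factors, 0.101 for genes with a mean of at least 50 counts, 0.387 in a fit on only the 2 groups, 0.414 with the length offset, 0.0813 with the centred one and 0.217 at equal depth). The share was 0 in a fit on only the groups compared, and 0 without MHCII+CD11c+ control library 3 and 0.398% without LYVE1+CX3CR1+ IC library 1. LYVE1+CX3CR1+ and MHCII+CD11c− macrophages shared 21 genes, MHCII+CD11c− and MHCII+CD11c+ shared 10, and LYVE1+CX3CR1+ and MHCII+CD11c+ shared only the 3.

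A gene that is called in 1 subset only is not thereby shown to respond differently. Of the genes called in LYVE1+CX3CR1+ and not in MHCII+CD11c− macrophages, 84.9% (107 of 126) moved in the same direction in the latter, and 74.3% (107 of 144) did so in MHCII+CD11c+ macrophages. The shares were 89.5% (77 of 86) and 94.8% (92 of 97) for genes called in MHCII+CD11c− and not in LYVE1+CX3CR1+ or MHCII+CD11c+, and 73.3% (22 of 30) and 91.3% (21 of 23) for genes called in MHCII+CD11c+ and not in LYVE1+CX3CR1+ or MHCII+CD11c−. With the centred length offset the share for genes called in MHCII+CD11c+ and not in LYVE1+CX3CR1+ was 54.2% (13 of 24), and the other 5 shares lay between 71.9% and 97.4%. In simulated data without a shared response and with independent libraries the share was 51.9%. Control libraries of the MHCII+ subsets with the same number moved together, which the simulation leaves out. Genes are correlated, so these shares carry no p.

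The interaction tests asked this directly. A difference between LYVE1+CX3CR1+ and MHCII+CD11c− macrophages was called for 4 genes, H2-Eb1, Tgtp2, Sdc4 and Runx3 (1152 at an unadjusted p under 0.05, 764 expected by chance). For LYVE1+CX3CR1+ against MHCII+CD11c+ there were 5, Slc37a2, H2-Eb1, Map3k6, Tgtp2 and Runx3 (1225). Between MHCII+CD11c+ and MHCII+CD11c− macrophages there were 0 genes (496 at an unadjusted p under 0.05). Surrogate variables moved the first 2 counts most, to 172 and 155, and voom called 0 in the first. The first count was 7 without LYVE1+CX3CR1+ IC library 1, 2 and 1 without MHCII+CD11c− control library 1 or 3, and 1 and 2 without MHCII+CD11c− IC library 2 or 3. The second was 8 and 10 without LYVE1+CX3CR1+ IC library 1 or 2 and 56 without MHCII+CD11c+ control library 2, and without that library 21 genes were called between MHCII+CD11c+ and MHCII+CD11c−.

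Slc37a2 fell in LYVE1+CX3CR1+ macrophages, as given above, and went from 29.6 ± 12.5 to 65.1 ± 8.28 CPM in MHCII+CD11c+ (1.13 ± 0.28 log2 units, adjusted p = 0.134) and from 82.7 ± 1.53 to 72.3 ± 17.1 in MHCII+CD11c− macrophages (−0.19 ± 0.25, adjusted p = 0.913). The rise in MHCII+CD11c+ was called with voom (adjusted p = 0.0368) and without control library 2 (0.00359), with 0.663 the highest over the alternatives. The difference of the Slc37a2 responses between LYVE1+CX3CR1+ and MHCII+CD11c+ was −3.00 ± 0.38 log2 units (adjusted p = 0.000359, at most 0.0135 over the alternatives), and that between LYVE1+CX3CR1+ and MHCII+CD11c− −1.68 ± 0.36 (adjusted p = 0.135). Map3k6 went from 81.4 ± 19.8 to 60.6 ± 5.98 CPM in MHCII+CD11c+ (−0.42 ± 0.27, adjusted p = 1), a difference of 2.46 ± 0.38 to LYVE1+CX3CR1+ (adjusted p = 0.00547, at most 0.0218). Map3k6 also rose in MHCII+CD11c− macrophages, from 35.8 ± 2.56 to 97.1 ± 24.6 CPM (1.44 ± 0.25, adjusted p = 0.00406; 0.0565, the highest over the alternatives, without IC library 3).

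Sdc4 stayed at 80.5 ± 23.4 and 83.2 ± 13.7 CPM in LYVE1+CX3CR1+ macrophages (0.05 ± 0.22 log2 units, adjusted p = 0.959), and its response was smaller than in MHCII+CD11c− by −1.78 ± 0.31 (adjusted p = 0.0291, between 0.000992 and 0.495 over the alternatives). That call was lost without LYVE1+CX3CR1+ control library 2 (0.135), LYVE1+CX3CR1+ IC library 2 or 3 (0.0848 and 0.159), MHCII+CD11c− control library 1 or 3 (0.105 and 0.199) or MHCII+CD11c− IC library 2 or 3 (0.138 and 0.111). H2-Eb1 went from 2160 ± 191 to 1400 ± 69.8 CPM in MHCII+CD11c− (−0.62 ± 0.19, adjusted p = 0.187) and from 3810 ± 931 to 4010 ± 242 in MHCII+CD11c+ macrophages (0.07 ± 0.22, adjusted p = 1). The fitted differences to LYVE1+CX3CR1+ were −7.00 ± 0.82 (adjusted p = 0.000367, up to 0.64) and −7.70 ± 0.79 (adjusted p = 3.47e-05, up to 0.263), and their size depends on the prior count. Tgtp2 (chromosome 11, 49057194 to 49064206, minus strand) fell from 6.86 ± 1.43 to 0.39 ± 0.676 CPM in LYVE1+CX3CR1+ (−3.89 ± 0.63, adjusted p = 0.00241), with 0.82 ± 0.38 and 0.90 ± 0.42 in MHCII+CD11c− and MHCII+CD11c+ (adjusted p = 0.46 and 0.928). Its differences were −4.72 ± 0.74 (adjusted p = 0.0116, up to 0.495) and −4.79 ± 0.76 (adjusted p = 0.00738, up to 0.237), the former with 0.0706 and 0.0723 without MHCII+CD11c− control library 3 or IC library 2. The near-identical Tgtp1 had 124 counts over all libraries and Tgtp2 2169. Runx3 changed by 0.39 ± 0.42 in MHCII+CD11c− and 0.15 ± 0.44 in MHCII+CD11c+ (adjusted p = 0.872 and 1), and its differences were 4.47 ± 0.80 (adjusted p = 0.0416) and 4.71 ± 0.82 (adjusted p = 0.023). The first was lost in 9 of 12 fits without 1 library, all but those without LYVE1+CX3CR1+ IC library 1 or 3 or MHCII+CD11c− control library 2, with an adjusted p between 0.0512 and 0.18. The second was lost without LYVE1+CX3CR1+ control library 1 or 2 (0.128 and 0.0665) or MHCII+CD11c+ control library 1 or 3 (0.0547 and 0.0559), within a range of 0.000298 to 0.187.

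Chemokine genes were asked as a set of 13. In MHCII+CD11c− macrophages 11 of 13 were higher after IC (median log2 fold change 1.29, adjusted p of the set = 0.000218), in MHCII+CD11c+ 10 of 13 (median 0.43, adjusted p = 0.022) and in LYVE1+CX3CR1+ 6 of 13 (median −0.15, or 0.29 with bounds, adjusted p = 0.377). The call in MHCII+CD11c− held under every alternative, with medians between 1.06 and 1.45, and both calls held under camera with an estimated correlation. In MHCII+CD11c+ the call was lost without control library 1 (median 0.52, adjusted p = 0.102) and control library 2 (median 0.69, adjusted p = 0.0909), the highest over the alternatives being the first. In LYVE1+CX3CR1+ the sign of the median depended on the processing, with 0.36 for genes with a mean of at least 50 counts as the largest move, 0.31 with the transcript length offset, 0.09 without control library 2 and 0.07 without IC library 1. The numbers of called genes were 2, 3 and 0 in LYVE1+CX3CR1+, MHCII+CD11c− and MHCII+CD11c+ macrophages, and 6, 8 and 2 with adjustment over the list alone. For the difference between subsets there were 0 called genes in each of the 3 pairs, and 3, 4 and 2 over the list, with medians of −0.65 (LYVE1+CX3CR1+ less MHCII+CD11c−), 0.01 (LYVE1+CX3CR1+ less MHCII+CD11c+) and −0.42 (MHCII+CD11c+ less MHCII+CD11c−).

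Among single chemokines, Ccl9 rose in LYVE1+CX3CR1+ macrophages as well, from 622 ± 178 to 1700 ± 267 CPM (1.45 ± 0.24 log2 units, adjusted p = 0.00436, at most 0.0343 over the alternatives), while in MHCII+CD11c+ it rose by 0.71 ± 0.26 (adjusted p = 0.719), with no overlap of libraries in any subset. Ccl2 (chromosome 11, 82035571 to 82037453, plus strand) fell in LYVE1+CX3CR1+ from 240 ± 60.1 to 97.0 ± 9.30 CPM (−1.30 ± 0.22, adjusted p = 0.00332, 0.0777 with voom and 0.056 with the length offset, as low as 0.000161 over the alternatives; 3 of 3 libraries under 3 of 3), and changed by 0.00 ± 0.21 and 0.07 ± 0.24 in the other two. The difference of the Ccl2 responses was −1.30 ± 0.30 and −1.37 ± 0.32 and was not called (adjusted p = 0.198 and 0.135). Ccl6 (chromosome 11, 83587882 to 83593087, minus strand) rose in MHCII+CD11c− from 1250 ± 196 to 4290 ± 2580 CPM (1.78 ± 0.30, adjusted p = 0.00876; 0.0591 without control library 1, up to 0.129 over the alternatives). Ccl3 (chromosome 11, 83647844 to 83649355, minus strand) rose there from 40.6 ± 11.3 to 117 ± 44.1 CPM (1.52 ± 0.30, adjusted p = 0.0145; 0.0938, 0.12 and 0.116 without control library 1 or 3 or IC library 2, with 0.0013 the lowest over the alternatives). Cxcl1 (chromosome 5, 90891241 to 90893115, plus strand) was higher after IC in all 3 subsets with no overlap of libraries, from 71.3 ± 17.1 to 190 ± 17.9, from 73.1 ± 51.9 to 208 ± 23.4 and from 119 ± 98.1 to 296 ± 72.7 CPM, but was called in none (1.42 ± 0.56, 1.51 ± 0.56 and 1.31 ± 0.61; adjusted p = 0.273, 0.36 and 0.965). It was called in a fit on only the 2 groups in LYVE1+CX3CR1+ (0.00916, up to 0.543 over the alternatives) and by voom in MHCII+CD11c− (0.0218, up to 0.768) and MHCII+CD11c+ macrophages (0.0277, up to 1).

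**Figure D5:**
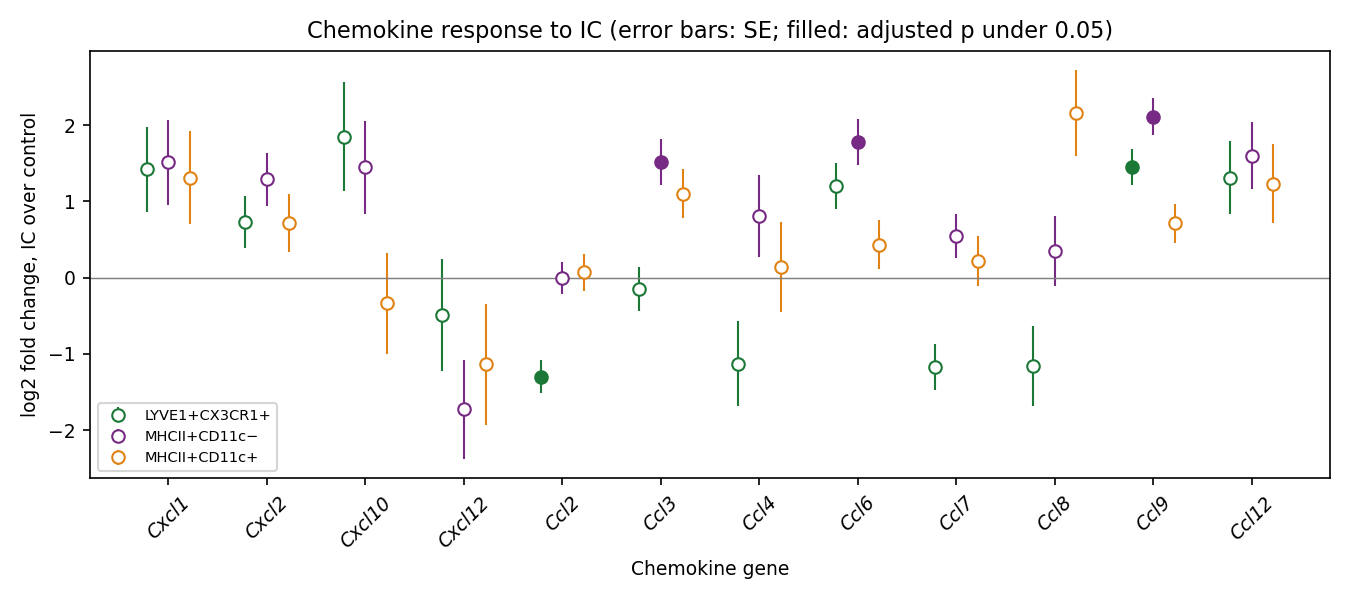
Log2 fold change after IC of 12 chemokine genes in the 3 subsets, with bars for the SE and filled points for an adjusted p under 0.05; n = 3 libraries per group, 2 for MHCII+CD11c+ macrophages after IC. Ccl9 rises in LYVE1+CX3CR1+ (1.45) and MHCII+CD11c− macrophages (2.11), and Ccl2 falls in LYVE1+CX3CR1+ macrophages (−1.30).

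Of 15 pain mediator genes, 12 were higher and 3 lower after IC in LYVE1+CX3CR1+ macrophages (median log2 fold change 0.23), and the set was not called by fry (adjusted p = 0.313) or by camera. The list also holds genes of the mitochondrial ATP synthase (Atp5a1, Atp5b, Atp5c1, Atp5d, Atp5e, Atp5h and Atp5g1). These counts, the median and the set test therefore describe the whole list and not signalling molecules such as Tnf and Il1b alone. A fit on only the 2 groups gave a median of 0.30 and an adjusted p of 0.0274, the lowest over the alternatives, with 0.462 the highest. The median was moved most by the transcript length offset, to 0.50 (13 of 15 higher), and was 0.15 without control library 1 and 0.42 without IC library 3. One gene was called, Ptgs1 (chromosome 2, 36230426 to 36252272, plus strand), which fell from 7.73 ± 3.41 to 0.525 ± 0.909 CPM (−3.77 ± 0.76 log2 units, adjusted p = 0.0183, 3 of 3 libraries under 3 of 3), and with adjustment over the list alone it was again 1. That call was lost without control library 1 or 3 (adjusted p = 0.0718 and 0.0764) or IC library 1 or 3 (0.0613 and 0.0607), within a range of 0.00105 to 0.316. Tnf (chromosome 17, 35199381 to 35202007, minus strand) stayed at 315 ± 29.7 and 317 ± 75.2 CPM (0.01 ± 0.24, adjusted p = 1) and Il1b (chromosome 2, 129364570 to 129371139, minus strand) at 31.3 ± 30.7 and 31.0 ± 17.5 CPM (0.04 ± 0.73, adjusted p = 1). In MHCII+CD11c− and MHCII+CD11c+ macrophages none was called among all genes, and 1 and 0 over the list.

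Of 4 genes reported as shared by MHCII+ macrophages after IC (Irf7, Mmp19, Fcgr1 and Cxcl13), 1 was called in MHCII+CD11c−, 1 in MHCII+CD11c+ and 0 in LYVE1+CX3CR1+ macrophages, and 4, 4 and 0 over the list alone, with medians of 2.22, 2.58 (2.57 with bounds) and 0.48. Mmp19 (chromosome 10, 128790910 to 128800824, plus strand) rose in MHCII+CD11c− from 31.5 ± 11.1 to 250 ± 72.0 CPM (2.98 ± 0.53 log2 units, adjusted p = 0.0204). Its call was lost with the replicate block (0.0583) and without control library 1, 2 or 3 (0.0585, 0.0598 and 0.125). It was also lost without IC library 2 or 3 (0.0524 and 0.102), with 1.07e-08 the lowest over the alternatives. In MHCII+CD11c+ Mmp19 rose by 1.22 ± 0.53 (adjusted p = 0.907). Irf7 (chromosome 7, 141262706 to 141266481, minus strand) rose in MHCII+CD11c+ from 28.5 ± 14.3 CPM to 102 and 166 CPM (2.26 ± 0.40, adjusted p = 0.0244; 0.146 without control library 1, between 0.000409 and 0.252 over the alternatives). In MHCII+CD11c− Irf7 rose from 105 ± 40.3 to 286 ± 111 (1.46 ± 0.35, adjusted p = 0.0752). It was called with DESeq2 (0.0119), the replicate block (0.00503), surrogate variables (0.00745) and voom (0.0135) and without IC library 1 (0.0344), up to 0.361. In LYVE1+CX3CR1+ it changed by 0.05 ± 0.36 (adjusted p = 0.986). The differences of the Irf7 responses to LYVE1+CX3CR1+ were not called (adjusted p = 0.217 for MHCII+CD11c+ and 0.532 for MHCII+CD11c−). In each case no IC library overlapped the controls in the MHCII+ subsets.

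Of 5 Fc receptor genes, 0, 1 and 0 were called after IC in LYVE1+CX3CR1+, MHCII+CD11c− and MHCII+CD11c+ macrophages, and 1, 3 and 3 over the list alone. The call was Fcer1g (chromosome 1, 171229572 to 171234365, minus strand), from 224 ± 32.7 to 445 ± 48.4 CPM (0.99 ± 0.18 log2 units, adjusted p = 0.00612, 3 of 3 libraries above 3 of 3; 0.0541 and 0.06 without control library 1 or IC library 3, up to 0.0824 over the alternatives). Between LYVE1+CX3CR1+ and MHCII+CD11c+ controls, 2 of them were called, and 4 over the list. Of 6 macrophage markers, 1, 1 and 0 were called after IC, and 1, 4 and 4 over the list (Cd14 in LYVE1+CX3CR1+ and Axl in MHCII+CD11c−, with calls lost in 4 and 5 of 6 fits without 1 library), and 6 of 6 between LYVE1+CX3CR1+ and MHCII+CD11c+ controls. Of 11 neuropeptide and neurotransmitter receptor genes, 9 were in the table and 6 were tested. After IC 0, 0 and 0 were called, and 0, 2 and 0 over the list. Among controls, 4 (5 over the list) differed between LYVE1+CX3CR1+ and MHCII+CD11c+ and 1 (3 over the list) between LYVE1+CX3CR1+ and MHCII+CD11c−. Between MHCII+CD11c+ and MHCII+CD11c− controls 1 differed (2 over the list). The last was Ramp1 (chromosome 1, 91179822 to 91225196, plus strand), with 71.9 ± 18.8 against 16.3 ± 6.90 CPM (2.15 ± 0.53, adjusted p = 0.0101, 3 of 3 libraries above 3 of 3; 0.0668 and 0.0513 without MHCII+CD11c− or MHCII+CD11c+ control library 1, with 5.39e-05 the lowest over the alternatives). After IC in MHCII+CD11c− macrophages Ramp1 fell by 2.38 ± 0.58 on the log2 scale without a call (adjusted p = 0.0533).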

Values the study reported

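The study reported that less than 3% of the genes changed by immune complexes were common to the 3 macrophage subsets, in wild-type mice and in mice lacking FCGR2B.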

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

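The tests of explanations in this part were chosen after the results were seen. The interaction tests, most alternatives and the count of other splits of the libraries were set before. For 6 genes the response to IC differed between subsets by a test of the difference itself. Between LYVE1+CX3CR1+ and MHCII+CD11c− macrophages these were H2-Eb1 (−7.00 log2 units), Runx3 (4.47), Sdc4 (−1.78) and Tgtp2 (−4.72). For LYVE1+CX3CR1+ against MHCII+CD11c+ macrophages they were H2-Eb1 (−7.70), Map3k6 (2.46), Runx3 (4.71), Slc37a2 (−3.00) and Tgtp2 (−4.79). Of 100 drawn regroupings of the 12 LYVE1+CX3CR1+ and MHCII+CD11c− libraries, the real one included, 10 gave at least as many genes as the 4 called, with up to 51. Regroupings that keep the real IC split, or its reverse, in either subset were not left out. Such a regrouping carries the IC response of that subset into the difference. The count therefore gives no measure of what unrelated groups reach, and no conclusion is drawn from it.

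A trend with transcript length between libraries was weighed first, and the tables argue against it as the whole cause. With that trend removed at an unchanged level of the libraries, 6 of the 6 genes were still called in at least 1 contrast. With the other length offset, which changes the level, Sdc4 was not (adjusted p = 0.14, between 0.000992 and 0.495 over its alternatives; −1.42 log2 units). The smaller depth of the LYVE1+CX3CR1+ IC libraries was tested by drawing all libraries to the same depth. Map3k6 and Slc37a2 were still called then, 2 of 2, which argues against depth as their cause. Of H2-Eb1, Runx3, Sdc4 and Tgtp2, 0 of 4 were called at equal depth. For Sdc4 the difference to MHCII+CD11c− was −1.61 log2 units at equal depth and −1.78 before, which argues against depth as its cause. Runx3 had more counts in the LYVE1+CX3CR1+ IC libraries (14, 46 and 8) than in the deeper controls (1, 0 and 3). Smaller depth does not by itself bring such a rise. For H2-Eb1 and Tgtp2, depth and a different response cannot be told apart, because drawing down removes counts and thereby power from each test. H2-Eb1, Runx3 and Tgtp2 also rest on LYVE1+CX3CR1+ levels of 0 to 7.30 CPM, where few reads decide. Tgtp2 has a near-identical copy, and how reads with several alignments were treated is not stated, which was not tested further.

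Slc37a2 kept its direction and its call between LYVE1+CX3CR1+ and MHCII+CD11c+ macrophages in 20 of 20 alternatives with a test, as did Map3k6, and both kept their direction in the 2 fits without an MHCII+CD11c+ IC library, which give no test. The difference lay between −3.41 and −2.61 for Slc37a2 and between 2.28 and 2.87 for Map3k6 over these alternatives, and without MHCII+CD11c+ IC library 1 or 2 it was 2.40 and 2.61 for Map3k6. For both, a different response of the subsets may therefore stand, as a hypothesis found on these libraries. It is not separated from the mixture of cells in MHCII+CD11c+ libraries or from a batch, which the labels do not give, and only 2 MHCII+CD11c+ IC libraries enter it.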

How the results depend on the processing

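The transcript length offset, the centred one, equal depth and the length offset with the replicate block were chosen after the data were seen, while all other alternatives were set before. Over 116 named results, 1765 of 2011 values under an alternative kept their direction and their side of the threshold, 157 were weaker, 55 stronger, 30 reversed and 4 moved. The causes were not tested except where the construction of a setting shows them.

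The count of 147 genes in LYVE1+CX3CR1+ macrophages after IC became 433 with DESeq2, 72 for genes with a mean of at least 50 counts, 63 in a fit on only the 2 groups, 1558 with surrogate variables, 36 with voom, 85 at equal depth (24 higher and 61 lower), 30 at an adjusted p under 0.01 and 43 to 170 over the 6 fits that each left out 1 library. With RLE factors it was 29 higher and 81 lower, and with the replicate block 138 in all. The 107 genes in MHCII+CD11c− macrophages became 286 with DESeq2, 71 with only the groups compared, 255 with surrogate variables, 37 at an adjusted p under 0.01 and 29 to 173 over 6 such fits. The 33 genes in MHCII+CD11c+ macrophages became 74 with DESeq2, 0 with only the groups compared, 98 with voom, 16 with the length offset, 6 at an adjusted p under 0.01 and 4 to 104 over 3 such fits. A stricter threshold lowers such counts by construction.

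The count of 238 between LYVE1+CX3CR1+ and MHCII+CD11c− controls became 510 with DESeq2, 494 with only the groups compared, 376 with the replicate block, 1048 with voom, 85 at an adjusted p under 0.01 and 96 to 411 over 6 fits without 1 library. Between LYVE1+CX3CR1+ and MHCII+CD11c+ controls the 2326 genes became 3817 with voom, 1420 at an adjusted p under 0.01 and 1591 to 2481 over 6 fits. Between MHCII+CD11c+ and MHCII+CD11c− controls the 1323 became 694 at an adjusted p under 0.01 and 785 to 1450 over 6 fits, 1473 with the replicate block and 1590 with the block and the length offset. Other kinds of pairs of libraries with the same replicate number gave correlations across genes between −0.328 and 0.218.

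For the difference of the responses of LYVE1+CX3CR1+ and MHCII+CD11c− macrophages, the 4 genes became 38 with DESeq2, 2 for genes with a mean of at least 50 counts, 7 with only the groups compared, 10 with the replicate block, 172 with surrogate variables, 0 with voom, 0 at equal depth, 1 at an adjusted p under 0.01 and 1 to 7 over 12 fits without 1 library. For LYVE1+CX3CR1+ and MHCII+CD11c+ the 5 genes became 42 with DESeq2, 20 with no filter on low counts, 13 with only the groups compared, 35 with the replicate block, 155 with surrogate variables, 3 at equal depth and 5 to 56 over 9 fits. For MHCII+CD11c+ and MHCII+CD11c− the count of 0 (496 at an unadjusted p under 0.05) became 2 with DESeq2 and 0 to 21 over 9 fits. The share of genes common to the 3 subsets became 0 with only the groups compared, 0.404% with surrogate variables, 2.56% with no filter on low counts (the highest) and 0 to 1.97% over 15 fits.

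The chemokine median of −0.15 in LYVE1+CX3CR1+ macrophages changed sign for genes with a mean of at least 50 counts (0.36), in a fit on only the groups compared (0.35) and with voom (0.0459), and lay between −0.277 and 0.0948 over 6 fits without 1 library. The call of the set in MHCII+CD11c+ macrophages (median 0.43) was lost with RLE factors (0.34), for genes with a mean of at least 50 counts (0.48), in a fit on only the groups compared (0.38) and with surrogate variables (0.69), and the median lay between 0.29 and 0.69 over 5 fits. In MHCII+CD11c− macrophages it lay between 1.06 and 1.42 over 6 fits. The pain mediator median of 0.23 was called in a fit on only the groups compared (0.30) and lay between 0.15 and 0.42 over 6 fits.

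Among named genes, those near 0 changed sign. In LYVE1+CX3CR1+ macrophages Tnf (0.01) became −0.01 with the replicate block, −0.02 with surrogate variables, 0.00 with voom, −0.18 with the centred length offset and −0.16 to 0.18 without 1 library. Il1b (0.04) became −0.17 with the centred length offset and −0.33 to 1.21 without 1 library, and Sdc4 (0.05) −0.05 with the centred length offset and −0.05 to 0.31 without 1 library. Irf7 (0.05) became −0.04 with surrogate variables, −0.05 with voom, 0.00 with the centred length offset and −0.06 to 0.24 without 1 library. Mmp19 (0.35) became −0.29 with surrogate variables, −0.08 with voom and −0.04 to 0.89 without 1 library. In MHCII+CD11c− macrophages Fcgr2b (0.00) became 0.01 with no filter, 0.02 with the replicate block, 0.15 with surrogate variables, 0.03 with the length offset, 0.12 at equal depth and −0.16 to 0.25 without 1 library.

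Depth limits genes at low levels. In the libraries of LYVE1+CX3CR1+ macrophages after IC the floor of 3 counts lay at up to 1.30 CPM without TMM scaling. A fall from under 2 or 3 CPM was therefore hardly measurable there.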

Other observations

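The tests of explanations in this part, and the set tests of the interferon genes, were chosen after the results were seen. The contrasts, the gene lists, most alternatives and the counts of other splits of the libraries were set before. The share of genes common to the 3 subsets among those changed by IC was 1.17%. That lies under the upper limit quoted from the study above. The size of this share depends on the threshold. Over the 6 ordered pairs of subsets, at least 73.3% of the genes called in the first and not in the second moved in the same direction in the second, against 51.9% in simulated data without a shared response and with independent libraries. With the length trend removed, the share was 54.2% of 24 genes called in MHCII+CD11c+ and not in LYVE1+CX3CR1+ macrophages and at least 71.9% in the other 5 pairs. For the former pair, shared and separate responses cannot be told apart, because the share depends on the offset and few genes enter it. Control libraries of the MHCII+ subsets with the same number deviate together, so for that pair the value without a shared response may be higher than 51.9%, which was not tested. For the other pairs that is consistent with responses that are partly shared in direction but missed at the threshold. The shares cannot give the number of such genes, and no biological explanation was tested.

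In LYVE1+CX3CR1+ macrophages, 84.4% of the genes called after IC were lower. Several technical explanations were weighed. Over 5070 genes above 32 CPM the rank correlation of the log2 fold change with transcript length was −0.32 here, −0.25 in MHCII+CD11c− and −0.11 in MHCII+CD11c+ macrophages (across genes, which are not independent replicates). With this trend removed and the level of the libraries kept, the correlation was 0.005 here and 85.5% of the calls were lower, which argues against a length trend as the cause. The scaling of the libraries is another matter. The length offset that changes their level raised short and long genes alike (0.39 and 0.33 log2 units). With it 26.7% of the calls were lower, which follows from the raised level by construction and decides nothing. With RLE factors 81 genes changed by IC in LYVE1+CX3CR1+ macrophages were lower and 29 higher, and voom with sample quality weights, which called 36, gave 14 lower and 22 higher. Scaling and a real fall of many genes cannot be told apart, because the scaling rests on the genes themselves and no outside standard was used here. Smaller depth is argued against as the whole cause, since 71.8% of calls were lower when all libraries had the same depth. Drawing down makes only the read totals equal. At that depth LYVE1+CX3CR1+ libraries still had a mean of 12945 detected genes after IC against 16928 in controls. Of the 124 lower genes, 41 had all IC libraries at the floor. A difference in quality between these libraries is therefore not excluded and was not tested. Cells of the MHCII+CD11c− subset carried over into the control libraries are argued against too, since 121 of the 124 lower genes would need over 10 times the share of such cells that H2-Eb1 allows. A response that lowers many genes stays open as a biological explanation and was not tested. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes as the 147, and no other split gave any. With 10 splits the share cannot go under 0.1.

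For H2-Eb1, H2-Aa and Cd74 alone the case is different. The fall in mean CPM of H2-Eb1, H2-Ab1, H2-Aa, Ciita and Cd74 from LYVE1+CX3CR1+ control to IC libraries is 0.246%, 0.267%, 0.44%, 0.591% and 0.779% of their level in MHCII+CD11c− control libraries. The highest of these is 3.17 times the lowest. A share of MHCII+ cells that was smaller after IC than in the control libraries by under 1% of the RNA may explain the fall of these genes. It and a fall within LYVE1+CX3CR1+ macrophages cannot be told apart, because bulk counts do not say which cells held the reads and the shares are near each other without being equal. Plbd1, which fell from 4.07 to 0 CPM, would need 2.98%, which also lies above 1%. Retnla and Mgl2 would need 11.3% and 14.8%, so the fall of Mgl2 is not covered by such a share.

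In MHCII+CD11c+ macrophages, 32 of the 33 genes raised by IC were lower in control MHCII+CD11c+ than in control MHCII+CD11c− libraries, 27 of them by a call. Control libraries enter both contrasts, and simulated data with shared control libraries gave 91.4% without any such link. MHCII+CD11c− cells carried over into the IC libraries would move other abundant genes as well. The median shift of 107 other genes above 200 CPM was 11.8% of the way to the MHCII+CD11c− level, against 53.1% for 10 of the raised genes. Without MHCII+CD11c+ control library 2 the shares were 17.4% and 53.6%. The raised genes were picked by this same contrast, so a larger share is built into the comparison. The shares were also taken against control MHCII+CD11c− libraries, while cells carried over would come from IC mice. Carry-over can thus not be excluded by this comparison. It and a change of MHCII+CD11c+ macrophages after IC both stay open.

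Fkbp5 and Tsc22d3, raised in all 3 subsets, belong to a list of 6 genes induced by glucocorticoids. The other 4 genes were above 0 in 12 of 12 values (4 genes in 3 subsets), between 0.06 and 1.64 log2 units with a median of 0.82. All 6 were higher in each subset under each of 5 scalings, with list medians of 1.20, 1.06 and 0.58 in LYVE1+CX3CR1+, MHCII+CD11c− and MHCII+CD11c+ macrophages. Of the 6, there were 3, 3 and 2 called, and 4, 4 and 2 with adjustment over the list alone. That is consistent with a glucocorticoid response in the IC mice, from IC itself or from the handling, which the design does not separate. Another time of day at collection was also weighed, because clock genes moved (4, 2 and 0 called of 13 tested, 6, 8 and 2 over the list, medians 0.54, 0.76 and 0.60, or 0.45 with bounds in MHCII+CD11c+). The median change of Nr1d1 over the subsets was 0.25 log2 units, while Per2 rose by 1.13, 1.24 and 1.35. Arntl, another gene of this list, went the other way, with −2.23, −0.79 and −0.57, and was called in LYVE1+CX3CR1+ macrophages only. In each subset 10 clock genes were higher and 3 lower, so the list medians do not describe a shift in time. Time of day and a response to IC cannot be told apart, since times on either side of the daily peak give the same level of Nr1d1, and Fkbp5 and the Per genes are also induced by glucocorticoids.

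Genes induced by interferon were higher after IC in MHCII+CD11c− (13 of 13, median 1.27; 1 called, 10 over the list) and MHCII+CD11c+ macrophages (13 of 13, median 1.93; 3 called, 9 over the list), with an adjusted p of the set of 0.00419 and 0.00784. In LYVE1+CX3CR1+ macrophages 8 of 13 were higher (median 0.10, or 0.11 with bounds; 0 called, 0 over the list; adjusted p = 0.983). The difference between LYVE1+CX3CR1+ and MHCII+CD11c− had a median of −1.13 and an adjusted p of 0.0606 over 6 tests (12 of 13 lower; 0 called, 4 over the list). That between LYVE1+CX3CR1+ and MHCII+CD11c+ had a median of −1.82 and an adjusted p of 0.0487 (13 of 13 lower; 0 called, 8 over the list), and neither held under camera. Over 5 scalings the former median lay between −1.13 and −0.84, with 12 of 13 lower in each. A smaller interferon response of LYVE1+CX3CR1+ than of MHCII+CD11c− macrophages may be present. It and an equal response cannot be told apart with these libraries, because the test of the whole list stays above its threshold, the calls over the list alone are of correlated genes, and MHCII+CD11c− control libraries differ among themselves, with a median over the interferon genes of 65.7, 23.5 and 43.8 CPM.

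Most genes of a list of neutrophil transcripts were found in 5 of the 6 MHCII+ control libraries. In MHCII+CD11c+ control library 1, 11 of 11 neutrophil genes lay above the floor, with 143 CPM of S100a9 and 181 of Ngp, and 10 of 11 did so in control libraries 2 and 3, against 3 and 2 in the IC libraries. In MHCII+CD11c− control libraries 1, 2 and 3 there were 11, 10 and 2 such genes, and in IC libraries 1, 2 and 3 there were 3, 7 and 7, with 10.5 and 6.60 CPM of S100a9 in IC libraries 2 and 3. That is consistent with neutrophils sorted with the cells of these control libraries, and the difference to IC is not uniform in MHCII+CD11c−. S100a9 was at least 181-fold lower and Ngp at least 185-fold lower after IC in MHCII+CD11c+ macrophages, though no gene of the list was called there (9 over the list alone), nor in MHCII+CD11c− (3 over the list) or LYVE1+CX3CR1+ macrophages (0 over the list). Why MHCII+CD11c+ libraries held less of these transcripts after IC was not tested.

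Control replicate 2 of both MHCII+ subsets held more of several transcripts that are high in LYVE1+CX3CR1+ macrophages than the other control libraries. Vsig4 had 306 CPM in MHCII+CD11c− control library 2 against 22.4 in library 3, and 81.2 in MHCII+CD11c+ control library 2 against 1.06 and 0 in libraries 1 and 3. IC library 1 held still more Vsig4, with 541.5 CPM in MHCII+CD11c− and 99.9 in MHCII+CD11c+. It held less Sparc, with 74.1 and 15.3 CPM against 182 and 51.1 in control library 2. The excess of Vsig4 is thus not confined to control replicate 2. LYVE1+CX3CR1+ macrophages carried over may account for part of the excess in control replicate 2. Other abundant genes were taken, with over 200 CPM in LYVE1+CX3CR1+ controls and a level at least 4-fold lower in the IC libraries of the subset, which do not enter the share. Over 47 such genes the median share of LYVE1+CX3CR1+ RNA needed in MHCII+CD11c+ control library 2 was 10.96% (quartiles 1.05% and 22.9%). In MHCII+CD11c− control library 2 it was 36.6% over only 10 genes (quartiles 5.01% and 61.4%). The shares are spread widely, so a single share does not describe all genes. Flt1 had 610 CPM in MHCII+CD11c+ control library 2 and 426 in MHCII+CD11c− control library 2, and at most 35.4 in any LYVE1+CX3CR1+ control library, so carry-over does not cover Flt1. Other cells, or another state of the same cells, stay open beside it, and no biological explanation was tested.

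Counts for Fcgr2b in mice labelled as its knockout were weighed against reads of the related Fcgr3. Between LYVE1+CX3CR1+ and MHCII+CD11c+ control libraries Fcgr2b changed by −1.06 log2 units and Fcgr3 by 0.35, so reads of Fcgr3 are argued against as their source. The lowest level was 69.3 CPM. An intact transcript and the remains of a disrupted one, which may still be transcribed, cannot be told apart, because counts per exon and wild-type libraries were not used here.

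Further counts of splits were as follows. For the 107 genes changed by IC in MHCII+CD11c− macrophages, 1 of the 10 splits of the 6 libraries, the real one, gave as many, and the highest other split gave 16. For the contrasts of control subsets 1 of 10 splits, again the real one, gave as many as 238, 2326 and 1323 genes, and the highest others gave 1, 0 and 0. Where replicate numbers pair libraries of MHCII+CD11c+ and MHCII+CD11c− controls, 4 of the 10 splits part all 3 pairs, and the other 3 of these gave 0. The share cannot go under 0.1 in any of these.

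Lists for technical checks gave few calls after IC. Of 15 genes induced by tissue dissociation, 2, 2 and 0 were called in LYVE1+CX3CR1+, MHCII+CD11c− and MHCII+CD11c+ macrophages (4, 3 and 2 over the list alone; medians 0.12, 0.02 and 0.13). Hspa1a, the copy of Hspa1b, is on this list. The rise of Hspa1b in MHCII+CD11c− macrophages is thus not set apart from an effect of tissue dissociation. Of 5 sex-linked genes 1 was in the table, with 0 calls (1, 0 and 1 over the list). Among genes of other cell types 1 of 5 adipocyte genes tested was called in LYVE1+CX3CR1+ macrophages, and none of the fibroblast, endothelial, T cell, B cell, mast cell, monocyte, muscle, erythroid and cartilage genes was called in any subset. Over each list alone these gave 1 call for monocyte, B cell and adipocyte genes in LYVE1+CX3CR1+, 1 for B cell genes in MHCII+CD11c−, and 1 for endothelial, 3 for mast cell and 1 for cartilage genes in MHCII+CD11c+ macrophages, and 0 elsewhere. One column of the joint table matched no sample label and summed to 0.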
